A study of Mus musculus with 57 samples. Its data were reported in "Extensive co-binding and rapid redistribution of NANOG and GATA6 during emergence of divergent lineages" (2022).

How the data were processed

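CUT&RUN maps where a protein sits on chromatin: an antibody against the protein directs a nuclease to its sites, and the released DNA fragments are sequenced. The series held 57 samples from mouse embryonic stem cells that carry a doxycycline-inducible GATA6 and from blastocysts. Processed peak lists of 30 samples were analysed, 2 lists in each of 15 groups. The groups were GATA6 at 0, 2, 4, 8 and 48 h, NANOG and SOX2 at 0, 2, 4 and 8 h, and GATA4 and SOX17 at 24 h after induction. Groups and replicate numbers came from the titles that the submitters gave the samples. The other 27 samples (histone marks, a control antibody and blastocysts) were not analysed here.

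Per the study's methods, the authors aligned paired-end reads with Bowtie2 to the mouse genome build mm10, removed reads in blacklisted regions, kept duplicate reads, and called peaks with MACS in its narrow mode against a control library made with a rabbit anti-rabbit antibody. Peaks had been called for each library on its own, since the peak names in every list carry 1 library, so the 2 lists of a group are separate replicates. Each deposited list has 10 columns: position, name, score, fold enrichment at the summit over the local background, −log10 p-value, −log10 q-value and the summit's offset. The score in the deposited files is the −log10 q-value on a larger, whole-number scale and was not used. The fold, a ratio, and both −log10 values are the authors' own values for each peak. They were used only to describe, rank, filter or stratify peaks within a list. Every peak in all 30 lists had a q-value at or below 0.05, which is the threshold behind all peak numbers given here.

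The lists give no read totals. The number of fragments per base that the caller took as background was recovered from the fold and p-value columns, because both follow from the pileup and this background. The 30 commonest pairs of fold and p-value of each list were searched for a background that gives whole-number pileups within 0.2%. This background coverage grows with the depth of the library and is used here as the depth. In the GATA4 lists the pileups were scaled, so their coverage was not used. In the GATA6 0 h lists only 3 and 4 of the 30 pairs shared 1 background, against 8 to 18 in the other GATA6, NANOG and SOX2 lists, so those values are less certain.

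The 6 lists recorded for GATA6 at 4, 8 and 48 h carry peak names of other samples of the series. The lists recorded for 4 h are named after the 48 h samples, those recorded for 8 h after the 4 h samples, and those recorded for 48 h after the 8 h samples. The 4 GATA6 lists at 0 and 2 h carry their own titles, and the 20 lists of the other proteins carry the library number of their own title. The time points given here follow the record, and each GATA6 result at 4, 8 or 48 h is also given by the peak names.

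A reproducible region was a merged region that holds a peak of both replicates of a group. An overlap of 1 bp counted as shared. A 2 h peak of NANOG or SOX2 was called retained if it overlapped a 0 h peak of the same protein in either replicate, and new otherwise. Background overlap was measured by moving all peaks of a list along their chromosomes 100 times. Early GATA6 regions were the merged top 10000 peaks by q-value of the 2, 4 and 8 h lists of 1 replicate number, and late regions were top 10000 peaks of the 48 h list without overlap with these. The definition follows the study's methods, except that it was applied to each replicate number. The lists recorded for 4 h hold only 5933 and 9767 peaks, all of which were used. GATA motifs were counted as matches to WGATAR (W is A or T, R is A or G) on either strand within 100 bp of the summit of the peak with the highest −log10 q in each region. The reference was GRCm38.p6, which is the same build: all peaks on the 22 chromosomes lay inside its chromosome lengths. Genes came from the GENCODE vM21 annotation. Coordinates are 1-based.

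Change over time was tested by a two-sided exact permutation test over all arrangements of the lists among the time points, with F as the statistic, on the log2 peak number or on the share in percent. For 8 lists there are 2520 arrangements and the smallest p is 0.00952. For 10 lists there are 113400 and the smallest p is 0.00106. A comparison of only 2 lists against 2 cannot give a p below 0.333, so single pairs of time points were not tested. P values of these 5 tests were also adjusted by the method of Benjamini and Hochberg. Overlaps were compared by 24 two-sided Fisher's exact tests across peaks or regions, separately for each list, with odds ratios and 95% intervals. Peaks and regions are not replicates, so these intervals cover counting error only, and each result is given for both lists. The difference in motif number was tested by a two-sided permutation test with 100000 resamples across regions.

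Genes were chosen before the data were examined, as those that the study names: 8 of the primitive endoderm (PrE), 8 of the epiblast (Epi) and 2 controls. Peaks within 50 kb of their transcription start sites (TSS) were counted. Regions to be named were the GATA6 2 h reproducible region with the highest mean fold near each gene, and the 3 GATA6 2 h regions and 3 new NANOG 2 h regions with the highest mean fold in the genome. The comparisons, their tests, the genes and the alternatives were fixed before the data were examined, except odds ratios within 5 bins of 2 h fold for new and retained peaks, which were added later. Tests of technical explanations were set up after that, some of them only once the result was seen: those of the GATA6 record, of depth in the 4 h record, at NANOG 0 and 2 h and between SOX2 replicates, and of GATA6 2 h strength. Alternatives were a stricter threshold, another overlap rule, the top 10000 peaks, lists of equal length, the union of replicates, the summit position, 5 bins of fold enrichment with equal numbers (Mantel-Haenszel), the replicate number as a block, the time points by the peak names, another motif and window, and leaving out each list in turn.

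Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The methods were tested on simulated data. For the overlaps, all 1500 overlapping intervals among 5000 simulated ones were found. For the NANOG 0 h peaks, bedtools 2.31.1 counted the same 7125 of 10693 peaks in GATA6 2 h regions. For the peak number over time, 4.5% of 200 simulated sets of 8 lists without an effect had p below 0.05. For the odds ratios, 95.2% of 1000 intervals held the true value. For the motif number, 4% of 200 simulated sets without an effect had p below 0.05.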

Results

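GATA6 drives the PrE fate, and NANOG and SOX2 maintain the Epi-like state of mouse embryonic stem cells. In the cells used here doxycycline switches on a GATA6 transgene. Binding of GATA6, NANOG and SOX2 was mapped by CUT&RUN before (0 h) and after induction, and binding of the PrE factors GATA4 and SOX17 at 24 h. Every group had 2 replicate lists, so each value is given as mean ± SD with n = 2 or for both lists. Cells at 0 h were in maintenance medium, while induction took place in serum medium with doxycycline. A difference between 0 h and a later time point therefore holds the change of medium as well as GATA6 induction. Per the study's methods, doxycycline had been withdrawn before 24 and 48 h, so these time points do not show continuous induction.

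The depth, given as the background coverage in fragments per base, differed between the libraries. It was 0.287 and 0.315 in the GATA6 0 h lists, and between 0.928 and 1.34 in the lists of induced GATA6. NANOG lists lay between 0.865 and 1.31. SOX2 lists were shallower, between 0.290 and 0.692. The SOX17 lists had 1.23 and 1.55. Weak sites are more likely to be missed in the shallower lists. The few peaks at GATA6 0 h, 86 and 882, come from libraries whose recovered depth was much lower than that of the induced ones. This depth rests on only 3 and 4 of 30 pairs and is less certain. The study also states that GATA6 is neither expressed nor bound before induction, which alone could give few peaks. A like depth gave more peaks with another antibody, since SOX2 8 h replicate 1 had 14055 peaks at a coverage of 0.290.

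The first question was how many sites each factor occupied over time. GATA6 lists held 484 ± 563 peaks at 0 h (SD, n = 2) and 71020 ± 11791 at 2 h. The lists recorded for 4 h held 7850 ± 2711 peaks, those recorded for 8 h 51087 ± 4516, and those recorded for 48 h 29455 ± 1102. By the peak names the order is different: 51087 peaks at 4 h, 29455 at 8 h and 7850 at 48 h. The peak number differed between time points by more than between replicates (F = 17.8, exact permutation p = 0.00106, the smallest possible, adjusted p = 0.00529). This test does not depend on which of both assignments is used. The rise from 0 to 2 h was 8.00 on the log2 scale, and 6.32 or 9.68 without replicate 1 or 2 of 0 h, which held 86 and 882 peaks. It was 12.09 with only peaks of −log10 q of at least 5, the alternative that moved it most. In reproducible regions, GATA6 had 3 at 0 h, 44776 at 2 h, and 4198, 34347 and 21289 in the records of 4, 8 and 48 h.

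NANOG lists held 13436 ± 3880 peaks at 0 h (SD, n = 2), 39514 ± 18062 at 2 h, 14720 ± 271 at 4 h and 3882 ± 2302 at 8 h. The time points differed (F = 10.6, exact permutation p = 0.0286, adjusted p = 0.0476). The 2 h lists exceeded the 0 h lists by 1.51 on the log2 scale, although the 2 h replicates themselves held 52285 and 26742 peaks. The p was 0.0571 without replicate 1 of 2 h, where the difference was 1.02, and also without either 4 h list. Reproducible NANOG regions numbered 7515 at 0 h, 19090 at 2 h, 6910 at 4 h and 474 at 8 h.

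SOX2 lists held 29260 ± 3443 peaks at 0 h (SD, n = 2), 38324 ± 20153 at 2 h, 34978 ± 14653 at 4 h and 12798 ± 1778 at 8 h. The differences between time points did not pass the threshold (F = 3.47, exact permutation p = 0.171, adjusted p = 0.171), although both 8 h lists, with 14055 and 11540 peaks, were shorter than all other SOX2 lists. The 2 h lists held 24073 and 52574 peaks, on both sides of the 0 h lists with 31695 and 26826. Without the longer 2 h list the difference between 2 and 0 h was -0.28 on the log2 scale in place of 0.29. Reproducible SOX2 regions numbered 17262, 17868, 18209 and 7088 at 0, 2, 4 and 8 h. GATA4 had 6216 ± 3126 peaks and SOX17 34654 ± 10360 peaks at 24 h (SD, n = 2).

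**Figure D1:**
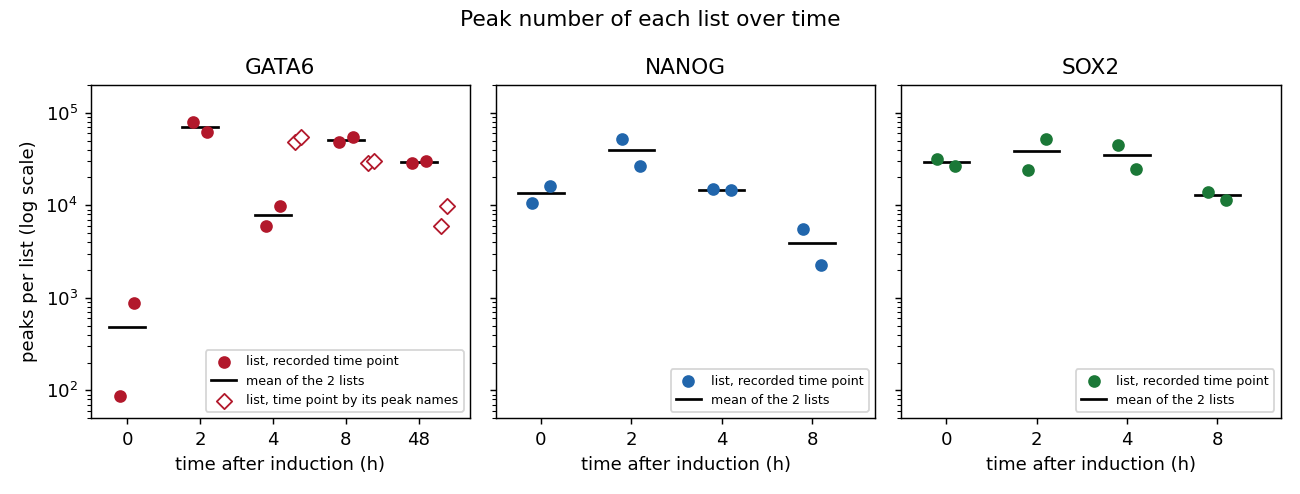
Peaks per list on a log axis against the time after induction (h, not drawn to scale) for GATA6, NANOG and SOX2; each point is 1 of 2 lists, bars are their means, and open diamonds place the 6 renamed GATA6 lists at the time point of their peak names. The GATA6 lists recorded for 4 h, with 5933 and 9767 peaks, lie below those recorded for 8 h, with 47894 and 54281 peaks.

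It was next asked whether GATA6 reaches sites that NANOG holds before induction. Of the NANOG 0 h peaks, 64.6% ± 2.94 (SD, n = 2) overlapped a reproducible GATA6 2 h region, 66.6% of 10693 peaks in replicate 1 and 62.5% of 16180 in replicate 2. After moving the peaks along the chromosomes the share was 2.01% ± 0.0178. GATA6 peaks of either 0 h list overlapped 0.275% ± 0.0478 of the NANOG 0 h peaks, from libraries whose recovered depth was lower but less certain. Conversely, 23.8% of the 44776 GATA6 2 h regions held a NANOG 0 h peak. With only the top 10000 peaks of every list the share of NANOG 0 h peaks was 26.99%, the alternative that moved it most.

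The share of GATA6 2 h regions that NANOG overlapped changed over time. It was 18.4% ± 4.31 at 0 h (SD, n = 2), 50.3% ± 14.4 at 2 h, 23.4% ± 0.371 at 4 h and 3.40% ± 0.809 at 8 h (F = 13.5, exact permutation p = 0.00952, the smallest possible, adjusted p = 0.0238). The difference between 2 and 0 h was 21.1 percentage points without replicate 2 of GATA6 2 h, the list whose omission lowered it most. With the top 10000 peaks of every list, GATA6 included, it was 28.3 points (exact permutation p = 0.00952), and the NANOG lists at 0 and 2 h were then equally long. With 2255 peaks in every NANOG list the share was 4.38% ± 0.0316 at 0 h, 4.97% ± 0.00474 at 2 h, 4.91% ± 0.00474 at 4 h and 2.64% ± 0.264 at 8 h (SD, n = 2). The difference of 0.593 percentage points between 2 and 0 h was still larger than the spread between replicates, with an exact permutation p of 0.00952 over the time points. This many peaks equal 5.04% of the number of regions, so the share could hardly rise further and the size of that difference is not comparable with the one of all peaks.

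SOX2 overlapped 32.4% ± 1.54 of the GATA6 2 h regions at 0 h (SD, n = 2), 46.4% ± 13.7 at 2 h, 49.4% ± 14.4 at 4 h and 22.8% ± 1.89 at 8 h. With all peaks the differences between time points did not pass the threshold (F = 3.07, exact permutation p = 0.152, adjusted p = 0.171), although both 8 h shares lay below all others. The difference between 2 and 0 h was 14.0 percentage points with all lists. It was 4.34 without replicate 2 of SOX2 2 h, 23.7 without replicate 1, and 7.87 without replicate 2 of GATA6 2 h. With 11540 peaks in every SOX2 list the replicates were close, and the shares were 18.5% ± 0.16, 22.5% ± 0.139, 23.4% ± 0.183 and 21.4% ± 0.155 at 0, 2, 4 and 8 h (SD, n = 2; exact permutation p = 0.00952). The difference between 2 and 0 h was then 3.96 percentage points, with a number of peaks equal to 25.8% of that of the regions.

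**Figure D2:**
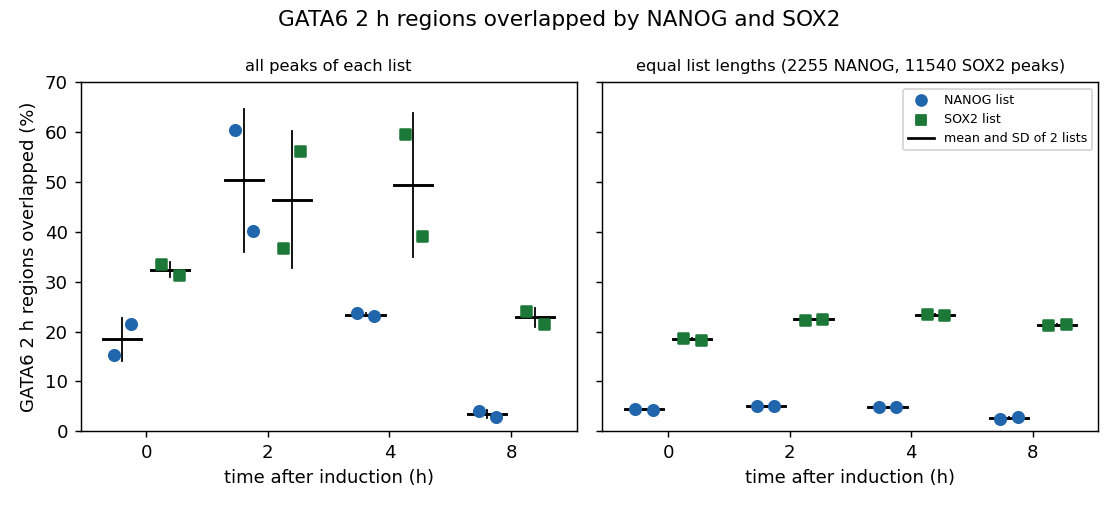
Share of the 44776 GATA6 2 h regions (%) overlapped by each NANOG (circles) and SOX2 (squares) list against time after induction (h), with all peaks on the left and lists of equal length on the right; bars and lines are the mean and SD of 2 lists. NANOG rose from 18.4% to 50.3% between 0 and 2 h with all peaks, and from 4.38% to 4.97% with 2255 peaks per list.

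The study asked where NANOG goes at 2 h, so NANOG 2 h peaks were divided into new and retained ones. In replicate 1, 75.3% of the peaks were new, and in replicate 2 63.6%. Of the new peaks, 49.7% of 39345 in replicate 1 and 62.8% of 17000 in replicate 2 overlapped a GATA6 2 h region. Of the retained peaks it was 78.0% of 12940 and 86.2% of 9742. The odds ratios of new against retained peaks were 0.280 (95% interval 0.267 to 0.293) and 0.271 (0.254 to 0.289) by Fisher's exact test. Moved peaks overlapped in 1.95% and 1.99%. New peaks thus overlapped GATA6 regions far more often than moved peaks, and less often than retained peaks. The order of new and retained peaks depended on peak strength. Among the top 10000 peaks of every list the odds ratio was 1.14 in replicate 1 (Fisher's exact p = 0.000914) and 1.01 in replicate 2 (Fisher's exact p = 0.794). In 5 bins of equal peak number by 2 h fold, a grouping chosen after the data were seen, the combined odds ratio was 0.710 and 0.520. The 2 strongest bins had odds ratios of 1.04 and 0.982 in replicate 1 and of 1.11 and 1.15 in replicate 2, and each 95% interval held 1. Of the 9828 reproducible NANOG 2 h regions without a NANOG 0 h peak, 87.1% held a GATA6 2 h region.

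SOX2 2 h peaks behaved alike with all peaks. New peaks overlapped GATA6 regions in 59.6% of 11023 and 38.0% of 32492 cases, and retained peaks in 80.8% of 13050 and 70.9% of 20082. The odds ratios were 0.351 (95% interval 0.332 to 0.372) and 0.251 (0.242 to 0.261) by Fisher's exact test, and stayed below 1 in each of the 5 bins of fold in both replicates.

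**Figure D3:**
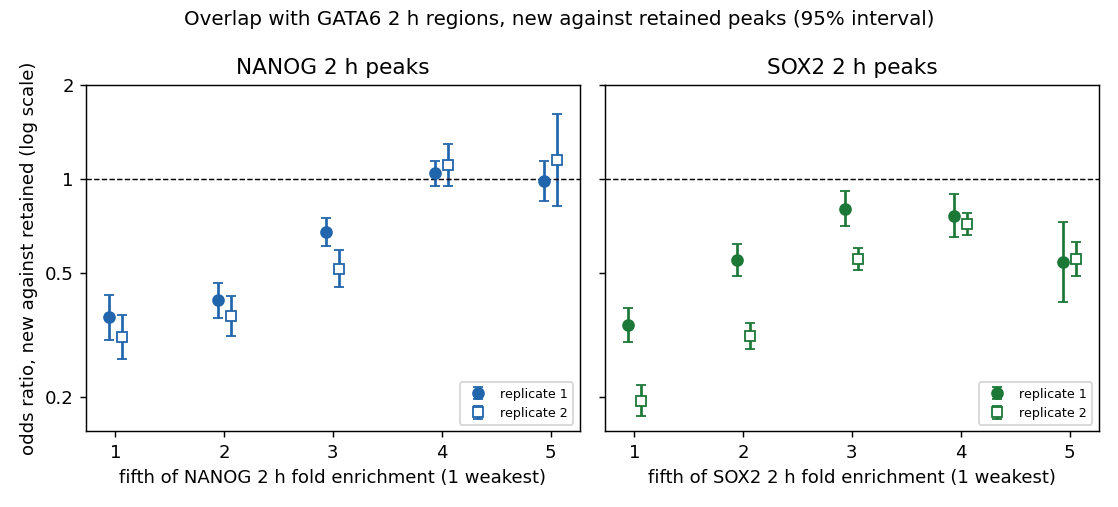
Odds ratio (log axis) of overlapping a GATA6 2 h region, new against retained peaks, in 5 bins of 2 h fold enrichment from weakest (1) to strongest (5), for NANOG and SOX2; points are the 2 replicate lists and lines the 95% intervals. For NANOG it lay below 1 in the 3 weaker bins, at 0.359 and 0.310 in the weakest, and its interval held 1 in the 2 strongest.

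Whether NANOG left sites that GATA6 reached was examined in the 7515 reproducible NANOG 0 h regions, of which 5811 held a GATA6 2 h region and 1704 did not. At 2 h, regions with GATA6 held a NANOG peak in 96.9% and 88.4% of cases (replicates 1 and 2) and regions without in 70.8% and 41.4%. At 4 h the shares were 57.5% and 56.4% with GATA6 and 7.63% and 6.98% without. At 8 h they were 12.6% and 9.53% with GATA6 and 0.998% and 0.411% without. The odds ratios at 4 h were 16.4 (95% interval 13.6 to 19.7) and 17.2 (14.2 to 20.9) by Fisher's exact test. They were 12.96 and 10.8 at 2 h, and 14.4 and 25.5 at 8 h. Single lists moved the size, not the direction: at 4 h the odds ratios were 37.1 and 25.5 without replicate 2 of GATA6 2 h, and 24.8 and 26.4 without replicate 2 of NANOG 0 h, and at 8 h replicate 1 had 33.0 without replicate 2 of GATA6 2 h. Regions with GATA6 had a higher median NANOG 0 h fold, 7.27 against 6.35, but within 5 bins of that fold the odds ratios at 4 h were 14.9 and 15.4. NANOG peaks were lost over time in both classes, and more often where GATA6 had no region at 2 h.

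**Figure D4:**
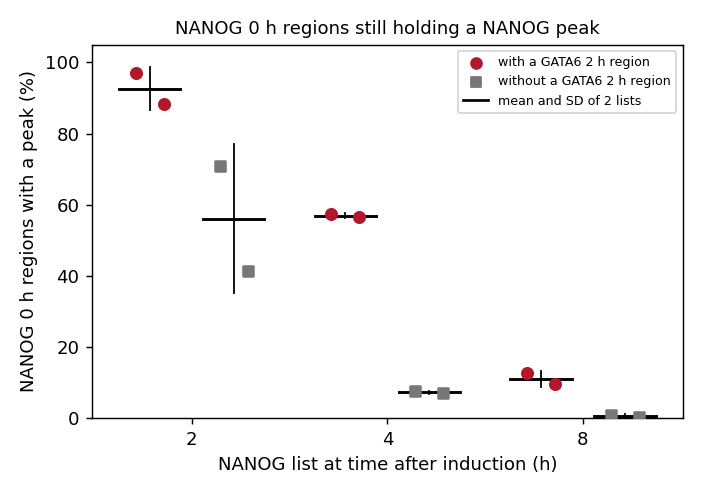
Share of the NANOG 0 h regions (%) that still hold a NANOG peak in each list at 2, 4 and 8 h, for 5811 regions with a GATA6 2 h region (circles) and 1704 without (squares); bars and lines are the mean and SD of 2 lists. At 4 h both lists had 57.5% and 56.4% with GATA6, against 7.63% and 6.98% without.

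The study describes GATA6 at NANOG sites as transient, in contrast to lasting binding at PrE sites. The test here differs from that contrast. It compares NANOG sites with all other GATA6 2 h regions, not with PrE sites, and uses the presence of a peak, not the signal. Of the 44776 GATA6 2 h regions, 10670 held a NANOG 0 h peak and 34106 did not. In the lists recorded for 4 h, 6.80% and 9.06% of the NANOG sites and 7.25% and 9.50% of the others held a GATA6 peak. The odds ratios were 0.935 (Fisher's exact p = 0.126) and 0.9497 (Fisher's exact p = 0.183). In the lists recorded for 8 h the shares were 76.8% and 81.7% at NANOG sites and 68.1% and 74.2% at the others, with odds ratios of 1.55 (95% interval 1.47 to 1.63) and 1.55 (1.47 to 1.64). In the lists recorded for 48 h the odds ratios were 1.05 (Fisher's exact p = 0.0294) and 1.03 (Fisher's exact p = 0.221). With the time points of the names, the values 1.55 and 1.55 belong to 4 h, 1.05 and 1.03 to 8 h, and 0.935 and 0.9497 to 48 h. NANOG sites had a higher median GATA6 2 h fold than the other regions, 9.29 against 6.45. Within 5 bins of that fold all odds ratios were below 1: 0.567 and 0.599 in the record of 4 h, 0.672 and 0.684 in that of 8 h, and 0.431 and 0.436 in that of 48 h. In the record of 4 h the odds ratios were 1.25 and 1.25 without replicate 1 of GATA6 2 h, and 1.38 and 1.37 without replicate 2, so the direction there depended on using regions found in both lists. In the record of 8 h they rose to 2.73 and 2.90 without replicate 1 of GATA6 2 h and to 2.72 and 2.798 without replicate 2. In the record of 48 h they rose to 1.62 and 1.59, and to 1.71 and 1.69. In the lists recorded for 8 and 48 h the adjustment for strength turned the direction.

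Early and late GATA6 regions were compared with the PrE factors at 24 h. There were 16423 early and 2014 late regions with the replicate 1 lists and 19798 early and 1844 late regions with the replicate 2 lists. By the peak names these were 15304 and 3123, and 15297 and 6321. Without the list recorded for 8 h the late regions numbered 3528 and 3315, and without the list recorded for 4 h the early regions of replicate 2 numbered 12886. By the record, late regions overlapped GATA4 and SOX17 peaks less often than early ones in all 8 tests, with odds ratios between 0.264 and 0.422. Without the list recorded for 4 h these were closer to 1, from 0.739 to 0.830 with GATA4 and from 0.453 to 0.523 with SOX17. For SOX17 replicate 1, 18.2% of late and 45.1% of early regions of replicate 1 overlapped, with an odds ratio of 0.271 (95% interval 0.241 to 0.305). The assignment changed this result for the regions of replicate 1. By the peak names the odds ratios for the regions of replicate 1 were 1.35 and 1.39 with SOX17, and 0.939 (Fisher's exact p = 0.185) and 0.916 (Fisher's exact p = 0.110) with GATA4. For the regions of replicate 2 they stayed below 1 by the names, between 0.484 and 0.731. The study reports the other direction, with sharing more prominent at late sites. The definition may favour values below 1. Early regions are merged from the 2, 4 and 8 h lists, while late regions are peaks of 1 list that lack these sites. No adjustment for strength or width was made, and the 8 tests share 2 sets of regions.

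The number of GATA motifs was compared between the same classes of GATA6 2 h regions. NANOG sites held 0.548 ± 0.849 matches to WGATAR within 100 bp of the summit (SD over 10670 regions) and the other regions 1.10 ± 2.06 (SD over 34106 regions). The difference was -0.547 matches (permutation p = 1e-05, the smallest that 100000 resamples can give). At least 1 match was present in 41.4% and 58.1% of the regions. Moved summits had 0.499 matches on average and 0.517 in the highest of 100 moves, so NANOG sites lay slightly above this background. That small excess depended on the regions used. NANOG sites had 0.510 matches without replicate 2 of GATA6 2 h and 0.508 with the union of replicates, both below the highest move. In the other settings with this motif and window they had 0.545 to 0.734. All alternatives kept the direction, with differences between -1.35 and -0.23. Of all regions, 382 held 10 or more matches, up to 35.

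Near the TSS of the 8 PrE genes, the GATA6 lists held 70.5 ± 2.12 peaks together at 2 h (SD, n = 2), and 33.5 ± 4.95, 61.5 ± 6.36 and 52.5 ± 3.54 in the records of 4, 8 and 48 h. Near the 8 Epi genes it was 101 ± 18.4 at 2 h and 10.0 ± 1.41, 79.0 ± 2.83 and 47.0 ± 1.41 in these records. With the time points of the names, the Epi genes had 79.0 peaks at 4 h, 47.0 at 8 h and 10.0 at 48 h, and the PrE genes 61.5, 52.5 and 33.5. By either assignment, GATA6 peaks fell further from 2 to 48 h near the Epi genes than near the PrE genes. That is the direction of the study's contrast between transient and lasting GATA6 binding. NANOG lists held 3.5 ± 3.54 peaks near the PrE genes at 0 h, 26.5 ± 10.6 at 2 h, 16.5 ± 3.54 at 4 h and 3.0 ± 0 at 8 h (SD, n = 2). Near the Epi genes they held 17.0 ± 8.49, 54.5 ± 24.7, 18.5 ± 2.12 and 2.5 ± 0.707. The control genes Cdx2 and Pax5 had 8.5 ± 0.707 GATA6 peaks at 2 h, most of them near Cdx2. None of these counts was tested.

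The strongest GATA6 2 h region near Gata6 lay on chromosome 18 from 11003942 to 11004926 (GRCm38), 47655 bp upstream of the TSS in an intron of the non-coding gene 1010001N08Rik. Its GATA6 fold was 34.6 ± 2.89 and its NANOG 2 h fold 7.25 ± 3.02 (SD, n = 2), while neither NANOG 0 h list had a peak there. Near Gata4 it was an intronic region of that gene on chromosome 14 from 63221361 to 63222493, for which the TSS of Neil2 was nearer at 27913 bp, with a GATA6 fold of 44.6 ± 2.44, a NANOG 2 h fold of 5.26 ± 0.199 and no NANOG peak at 0 h. Near Pdgfra it lay on chromosome 5 from 75146009 to 75148160, with its summit 5721 bp upstream of the TSS in an exon of the lincRNA gene Gm19583, and had a GATA6 fold of 32.1 ± 5.03. Near Nanog the strongest region, intergenic on chromosome 6 from 122702104 to 122703569, had its summit 4732 bp upstream of the TSS. All NANOG lists at 0, 2 and 4 h had a peak there, and the GATA6 fold was 25.9 ± 1.05. No WGATAR match lay within 100 bp of its summit. Replicate 2 of GATA6 0 h, before induction, also had a peak in this region, with a fold of 7.33. Near Esrrb the region lay in an intron of the gene on chromosome 12 from 86394338 to 86396685, with a GATA6 fold of 38.5 ± 2.89 and no NANOG peak at 0 h in either list.

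The GATA6 2 h region with the highest mean fold of all, 132 ± 16.5 (SD, n = 2), was intergenic on chromosome 5 from 118457951 to 118460009, with Med13l as the nearest protein-coding TSS at 101841 bp. Both NANOG 2 h lists had a peak there and neither NANOG 0 h list had. The NANOG 2 h region inside it, from 118458340 to 118459446, was the second strongest new one, with a NANOG fold of 33.4 ± 5.28 and 16 WGATAR matches around its NANOG summit, where the sequence on the plus strand is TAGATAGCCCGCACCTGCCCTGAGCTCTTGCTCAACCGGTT. Only 1 match lay around the GATA6 summit of the same region. The second GATA6 region lay in an intron of Fgfr2 on chromosome 7 from 131696590 to 131698493 with a fold of 130 ± 15.1 and with Bub3 as the nearest protein-coding TSS, at 137011 bp. The third lay in an intron of Rai14 on chromosome 15 from 10667498 to 10669903 with a fold of 118 ± 5.51. Neither NANOG 0 h list had a peak in the second region, and both had one in the third. The strongest new NANOG region was intergenic on chromosome 8 from 8723564 to 8724984, 33406 bp upstream of the TSS of Arglu1. Its NANOG fold was 37.3 ± 11.1 and its GATA6 2 h fold 72.3 ± 1.74. The third new NANOG region was intergenic on chromosome 13 from 46096737 to 46097238, with a NANOG fold of 29.8 ± 12.9. All 3 new NANOG regions held GATA6 peaks in both 2 h lists.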

Values the study reported

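With the top 10,000 GATA6 peaks of each time point, the study counted 14,906 early peaks and 5850 late peaks.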

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

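The test against strength of the GATA6 2 h regions was chosen only after its result was seen. GATA6 2 h regions at NANOG 0 h sites were compared with the other GATA6 2 h regions for whether a later GATA6 list still had a peak there. The direction differed between time points: both lists recorded for 4 h had an odds ratio below 1 (0.935 and 0.9497), and both lists recorded for 8 h had one above 1 (1.55 and 1.55). The 8 h value was 1.65 times the 4 h value, as the ratio of their geometric means. The difference between the time points was not tested: an exact permutation test of 2 lists against 2 gives no p below 0.333. Neither 4 h odds ratio passed its own Fisher's exact test (p = 0.126 and 0.183). By the peak names, the values above 1 belong to 4 h and those below 1 to 48 h.

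Shorter lists in the record of 4 h were excluded as the cause for these regions. With the same GATA6 2 h regions and 5933 peaks in each of the 4 lists recorded for 4 and 8 h, the odds ratios were 0.935 and 0.917 in the record of 4 h and 1.67 (95% interval 1.58 to 1.78) and 1.74 in that of 8 h. With the top 10000 peaks of every list, which also narrows the 2 h regions to the strongest, the opposite directions were gone, at 0.632 and 0.643 against 0.809 and 0.819. Strength remains a candidate explanation. NANOG sites had stronger GATA6 regions at 2 h, and within 5 bins of GATA6 2 h fold all 4 odds ratios were below 1, with 0.684 the highest, so the opposite directions were gone. NANOG sites may therefore lose GATA6 more often than regions of like strength in both records. The 4 h values also rose above 1 (1.56 and 1.55) when the union of both 2 h lists was used. A biological difference between the time points stays open and was not tested, and the uncertain time points of these lists stand against reading the values as a course over time.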

How the results depend on the processing

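Among the alternative settings, only the odds ratios within 5 bins of 2 h fold for new and retained peaks (0.710 and 0.520 for NANOG, 0.558 and 0.469 for SOX2) were chosen after the data were seen; these kept their direction. Across 13 comparisons, 174 values under other settings and 154 values with 1 list left out were computed. Of the first, 128 kept their direction and side of the threshold or moved little, 4 lost and 10 gained the threshold, 11 moved and 21 reversed. Of the second, 138 kept theirs, 3 lost and 4 gained the threshold, 4 moved and 5 reversed. Under all settings tried, the GATA6 peak number, the share of GATA6 2 h regions overlapped by NANOG, the SOX2 new against retained odds ratio, the NANOG 0 h regions kept (8.77 to 65.6) and the motif difference kept their direction and side of the threshold. The cause was not tested for the changes below, except where a setting's construction gives it.

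With the replicate number as a block, the NANOG peak number had a difference of 1.51 with an exact permutation p of 0.0833. The replicate numbers do not pair the samples: 22 correlations of replicate differences between time points lay between -0.0718 and 0.0456, none over 0.1, and replicate 1 had more peaks in 8 of 15 groups. With covered length, the SOX2 difference was -0.00266 on the log2 scale. With an overlap of 50%, the odds ratio of GATA6 2 h regions kept at NANOG sites was 1.06 in the 48 h record, replicate 2. With −log10 q of at least 5, these odds ratios were 0.743 and 0.810 in the 4 h record and 0.869 and 0.862 in the 48 h record.

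With the top 10000 peaks, the share of NANOG 0 h peaks with GATA6 was 26.99%, as fewer GATA6 regions remain, and the SOX2 share difference was 23.0 points. NANOG new against retained reversed to 1.14 and 1.01. GATA6 regions kept had odds ratios of 0.632 and 0.643 (4 h record), 0.809 and 0.819 (8 h) and 0.542 and 0.533 (48 h). With the union of replicates, the NANOG share was 76.3%, and GATA6 regions kept had 1.56 and 1.55 (4 h), 3.19 and 3.27 (8 h), and 1.98 and 1.97 (48 h). With lists of equal length, the SOX2 share difference of 3.96 points passed the threshold. Within 5 bins of fold, GATA6 regions kept had 0.567 and 0.599 (4 h), 0.672 and 0.684 (8 h) and 0.431 and 0.436 (48 h).

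By the peak names, GATA6 regions kept had 1.55 and 1.55 at 4 h, 1.03 at 8 h in replicate 2, and 0.935 and 0.9497 at 48 h. Late regions numbered 3123 and 6321. Late against early odds ratios, for the regions of replicate 1, were 0.939 and 0.916 with GATA4 and 1.35 and 1.39 with SOX17. With the top 5000 peaks there were 10012 and 9960 early and 985 and 1011 late regions. With all peaks there were 90129 and 83665 early regions, and 3182 late regions in replicate 2. List length sets these counts.

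With 1 list left out, the GATA6 peak number difference ranged from 6.32 to 9.68 (without replicate 1 or 2 of 0 h). The NANOG peak number difference ranged from 1.02 to 1.99. It lost the threshold without replicate 1 of 2 h and without either 4 h list (exact permutation p = 0.0571 for each). A time point left with 1 list was assumed to vary like the others. The SOX2 difference ranged from -0.28 (without replicate 2 of 2 h) to 0.85. The share of NANOG 0 h peaks with GATA6 ranged from 62.5% to 73.9%, the highest without replicate 2 of GATA6 2 h. GATA6 regions kept ranged from 0.935 to 1.38 and from 0.945 to 1.37 in the 4 h record, with values above 1 only without a GATA6 2 h list. They ranged from 1.58 to 2.73 and from 1.58 to 2.90 in the 8 h record, highest without replicate 1 of GATA6 2 h, from 1.08 to 1.71 in the 48 h record, replicate 1, and from 1.05 to 1.69 in its replicate 2. NANOG 0 h regions kept ranged up to 37.1 at 4 h, without replicate 2 of GATA6 2 h. Late against early odds ratios ranged from 0.227 (SOX17 replicate 1, without the 8 h record) to 0.830 (GATA4 replicate 1, without the 4 h record), all below 1. Early regions of replicate 2 ranged from 12886 (without the 4 h record) to 17549. Late regions ranged from 2337 to 3528 in replicate 1 and from 2097 to 3315 in replicate 2, the highest without the 8 h record. Fewer lists leave more late regions.

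Depth limits the comparisons with GATA6 0 h, whose coverage of 0.287 and 0.315 was the lowest among the GATA6 lists. SOX2 8 h replicate 1 had 14055 peaks at a coverage of 0.290, so such a depth does not by itself prevent calls. Sites of GATA6 at 0 h that deeper libraries would show cannot be excluded.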

Other observations

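The tests of the record of the GATA6 lists, of depth in the lists recorded for 4 h, of depth at NANOG 0 and 2 h, and of depth between SOX2 replicates were chosen only after the result was seen.

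GATA6 peak numbers fell from 2 h to the record of 4 h and were higher in the record of 8 h. Lower depth was excluded as the cause. The mean coverage of the 4 h record was 0.903 times that of the 8 h record (1.07 ± 0.205 against 1.19 ± 0.118, SD, n = 2), while the 8 h record had 6.51 times as many peaks. The 3 other induced GATA6 lists with a coverage at or below the higher one of the 4 h record had at least 30234 peaks. A candidate explanation is a mislabelled record. The peak names of the 6 lists give another order, in which the number falls from 2 h to 48 h at each step. Of the top 5000 peaks, at least 67.4% lay in SOX17 24 h regions in both lists recorded for 4 h, against at most 52.6% in the other induced GATA6 lists. That is what a late time point may show. The shares of these top peaks in GATA4 24 h regions were 34.7% and 34.5%, against at most 29.3%. The study also describes GATA6 at NANOG sites as lasting only until 8 h. By the record, 45.0% and 47.3% of these sites held a GATA6 peak at 48 h, and by the names 6.80% and 9.06%. These values argue against the record for these lists. The names could still be wrong, and a biological course over time was not tested.

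NANOG 2 h lists were longer than 0 h lists. Both 2 h lists had a higher coverage than both 0 h lists, with a smallest gap of 0.0532 fragments per base and means of 1.27 ± 0.0647 and 1.04 ± 0.189 (SD, n = 2). Depth and time point therefore cannot be told apart for this difference, since the deeper lists are all of 1 time point. The 8 h lists had 3882 peaks on average at a coverage of 1.204 ± 0.136, so list length did not follow depth over all time points. The change of medium is open and was not tested.

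NANOG and SOX2 lists at 2 h overlapped more of the GATA6 2 h regions than those at 0 h. For SOX2 with all peaks the differences between time points did not pass the threshold (exact permutation p = 0.152). The SOX2 difference between 2 and 0 h was 14.0 points, and 4.34 or 23.7 without replicate 2 or 1 of SOX2 2 h. With equal lengths, differences of 0.593 (NANOG) and 3.96 (SOX2) percentage points were left, larger than the spread between replicates. Equal lengths kept the top peaks, a smaller part of a longer list. For NANOG these were 2255 of 52285 and 26742 peaks at 2 h, and of 10693 and 16180 at 0 h. The peaks compared may differ in strength, so longer lists cannot be excluded as the cause for NANOG. SOX2 2 h replicate 1, with 24073 peaks, was shorter than both 0 h lists (31695 and 26826), and replicate 2 was longer. At equal length replicate 1 overlapped 22.4%, against 18.6% and 18.4% at 0 h, which a longer list does not explain. With the top 10000 peaks, when the lists at 0 and 2 h were also equally long, the differences were 28.3 and 23.0 points. These too kept a smaller part of the longer lists. The size of the first differences is limited, since the peaks used equal only 5.04% (NANOG) and 25.8% (SOX2) of the number of regions. Movement of NANOG toward GATA6 sites may account for what is left, which stays a hypothesis from these lists alone. The study has other evidence that was not analysed here. Its ChIP-seq also showed more NANOG at GATA6-bound sites at 2 h. Its sequential ChIP for GATA6 and then NANOG gave NANOG signal at 2 h and no specific enrichment at 0 h.

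New NANOG 2 h peaks overlapped GATA6 regions less often than retained ones, and were weaker, with a median fold of 4.84 against 8.32 in replicate 1 and 4.93 against 7.05 in replicate 2. Within 5 bins of fold the odds ratios were still 0.710 (95% interval 0.674 to 0.749) and 0.520 (0.484 to 0.558). This argues against strength as the whole cause but cannot exclude it, because the bins are wide. In replicate 1 the odds ratio ran from 0.359 in the weakest bin to 0.982 in the strongest. A part may still come from strength, as no difference was left in the 2 strongest bins and the top 10000 peaks gave 1.14 and 1.01. Peaks called in only 1 list also stay open as a cause. Of the 2 h peaks, 36.9% of replicate 1 and 72.1% of replicate 2 lay in the other list. Of the reproducible new regions, 87.1% held a GATA6 2 h region, but retained regions were not counted in this way. No biological explanation was tested.

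NANOG 0 h regions with a GATA6 2 h region were kept at 4 h more often than those without. NANOG strength was excluded as the cause, with odds ratios of 14.9 (95% interval 12.3 to 18.0) and 15.4 (12.6 to 18.8) within 5 bins of NANOG 0 h fold. Calls without true binding among the regions lacking GATA6 were tested in regions that also hold a SOX2 0 h peak, 5483 with and 1377 without GATA6. There the odds ratios were 15.5 (12.7 to 18.9) and 16.5 (13.4 to 20.3), which argues against that cause. Open chromatin that holds all 3 proteins may underlie the pattern, as may an effect of GATA6, and neither was tested, since accessibility was not analysed here.

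The SOX2 replicates differed in length in opposite directions: replicate 2 was longer at 2 h and replicate 1 at 4 h. Depth stays open as an explanation. The longer list had the higher coverage in both groups, by at least 1.25 times, but the lower one at 0 h (0.416 against 0.575) and 8 h (0.290 against 0.436), so coverage and length went together in 2 of 4 SOX2 groups. A swap of a 2 h and a 4 h list was excluded. The long lists of both time points shared 47.0% of their merged top regions, and the short ones 43.6%, while lists of 1 time point shared 52.1% and 54.2%. Against the higher of these, the long lists had a gap of -7.15 percentage points. No biological explanation was tested.

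Late GATA6 regions numbered 2014 and 1844 by the record, and 3123 and 6321 by the peak names. The counts by the record and the count of replicate 1 by the names are lower than the value quoted from the study. Early regions numbered 16423 and 19798 by the record, and 15304 and 15297 by the names. Each count by the names lies closer to the values quoted from the study than its count by the record. These counts rest on other inputs than the study's: single replicate lists, of which those recorded for 4 h hold fewer than 10000 peaks.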
